A study of Oryza sativa with 9 samples. Its data were reported in "Overexpression of OsHMGB707, a High Mobility Group Protein, Enhances Rice Drought Tolerance by Promoting Stress-Related Gene Expression" (2021).

How the data were processed

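Leaf RNA of 21-day-old rice seedlings was measured on 9 Affymetrix GeneChip arrays, 3 from wild-type plants (WT), 3 from plants labelled as overexpressing OsHMGB707 (OE) and 3 from plants labelled as carrying an RNA interference construct against it (RNAi). The study's methods describe 3 biological replicates per genotype, each made from many pooled seedlings, so p-values measure the spread between such pools. In the study's methods, seeds of both transgenic lines were germinated on hygromycin and WT seeds without it, a step described for the stress treatments. Groups and replicate numbers were taken from the labels. They do not name the transformed line used, so all pools of a group may descend from the same transformed plant. No transformed control is among the arrays. Effects of transformation or selection therefore cannot be told apart from those of a construct in any comparison with WT. The methods describe a different vector for each line. Effects of vector or insertion therefore stay mixed with those of OsHMGB707 between OE and RNAi. A growth, harvest or processing difference shared by all 3 arrays of a group could not be told apart from genotype in any comparison. The plants were grown in liquid culture without a stress treatment.

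The authors deposited 1 table of log2 values, with a value per probe set and array. Their processing notes name RMA (robust multi-array average), which corrects the background, applies quantile normalization and summarises the probes of a set; its version is not given in the sources used here. RMA moves all arrays towards 1 distribution, so a change shared by most transcripts of a group would be reduced, and levels near the lower end of the scale are compressed. Array medians lay between 5.89 and 5.94. No scanner intensities were used here.

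The table held 57381 probe sets. Of these, 187 Affymetrix control and reporter probe sets were left out of the tests, which leaves 57194. The choice to leave out the reporter probe sets was made after 1 of them was seen to change most, and an alternative that keeps them was added. Probe sets were named from the platform annotation with symbols updated through a reference gene table of assembly ASM3414082v1. The annotation gave 1 gene for 22436 of the tested probe sets, several for 95 and none for 34663. All 22436 were found in the reference table, but only 3155 of them, from 2430 genes, carried a name other than a locus number. Neither table held descriptions or the locus numbers that the study uses. For the 12 loci fixed for naming, the probe set was therefore taken from the study's own annotation; 10 of these probe sets had a gene in the reference table, and all 10 lay on the chromosome that the locus number gives. No coordinates are given because the builds cannot be matched.

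Values were tested with limma 3.58.1 in R 4.3.3. A mean per group was fitted to all 9 arrays, so that the groups shared 1 estimate of the spread with 6 residual degrees of freedom, and eBayes added 3.78 prior degrees of freedom. OE was compared with WT, RNAi with WT, and OE with RNAi, two-sided, with Benjamini-Hochberg adjustment over the 57194 probe sets. A probe set was called at an adjusted p under 0.05. Counts are also given for called probe sets over 2-fold, the fold threshold the study states. Adjusted p-values in the text are those of limma unless a sentence names another test.

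Gene lists were tested with camera of limma, with its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists of a comparison, and again with an estimated correlation. Of 20 lists fixed before the data were examined, 8 matched at least 5 probe sets and were tested, 4 matched 1 to 4 probe sets, and 8 matched none because they relied on descriptions. The lists without a match were those of small heat shock proteins, terpene synthesis, photosynthesis, the cytosolic ribosome, pollen and anther, root, cytochrome P450 and transposons, and they are not analysed here. Some patterns reached other genes than their names say. The HMG pattern matched HMG-CoA reductases, the NAC pattern of the drought list matched general NAC factors, the lipoxygenase and jasmonate pattern matched only TIFY family genes, the iron pattern matched mostly NRAMP and YSL transporters, and the pattern for pathogenesis-related proteins also matched reductases and low phosphate root genes. A further 23 lists were written from gene symbols after the annotation, the study's tables and a few probe sets' values had been seen, and before any comparison over all probe sets.

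The samples, comparisons, tests, alternatives and the rule for named genes were fixed before the data were examined. The rule took the probe sets of OsHMGB707, the 11 loci taken from the study (10 named in its text, and OsMADS1), the 10 named genes of largest called change in each direction against WT (5 between the lines), the 3 probe sets of largest change whatever their annotation, up to 3 members of each list, and the leading probe sets called in both lines. All arrays of a line had to lie outside the range of WT. A gene with several probe sets was given by the one of highest mean. The restriction of the 10 named genes to that probe set was settled after both readings had been computed. The other reading would also have named a second BGLU16 probe set at -1.08 and GLP2 at -1.07 in OE, and HAK5 at 1.12, GDH2 at -1.44, HPT1 at -0.69 and ABCG36 at -0.58 in RNAi.

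Calls shared by both lines were set beside the number that independent lists give and beside 100 simulations of unchanged groups compared with the same WT arrays. The alternatives were quantile normalization, median centring, 2 filters on dim probe sets, eBayes with trend and robust, array weights, fits on the 6 arrays compared, the replicate number as a block, each array left out in turn, a Student t-test per probe set with no moderation of the variance (called the unmoderated test elsewhere), removal of probe sets that can share sequence with other genes (suffix _x_at or _s_at), 1 probe set per gene, and other fold and p thresholds. The procedure was tested on simulated values in which probe sets were shifted by known amounts. For a log2 shift of 1 it recovered 98% in each of the comparisons. For a shift of 0.5 it recovered 60% for OE against WT, 54% for RNAi against WT and 70% for OE against RNAi. Of the calls made, 7.25%, 4.35% and 5.15% in these comparisons were of probe sets that had not been shifted. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The number of arrays limits the precision.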

Results

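The arrays measured leaf RNA of unstressed rice seedlings in 3 groups of 3 arrays, which were WT, the arrays labelled OE and the arrays labelled RNAi. OsHMGB707 encodes a high mobility group box protein, a kind of chromatin protein that binds and bends DNA. Across probe sets, which are not independent replicates, Pearson correlations between arrays of the same group were 0.992 to 0.998, and those between arrays of different groups were 0.988 to 0.995. The root mean square SD per probe set was 0.127 in WT, 0.149 in OE and 0.179 in RNAi on the log2 scale.

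The level of OsHMGB707 itself was examined first (LOC4336676 on chromosome 4). On the RNAi arrays it read 10.31, 10.43 and 10.03, against 12.39, 12.38 and 12.38 on the WT arrays. It fell by 2.13 on the log2 scale in RNAi (SE 0.09, adjusted p = 3.85e-06), which is 4.38-fold lower, or a lower bound of the fold if the probe set is saturated at its WT level. On the arrays labelled OE it read 12.25, 12.28 and 12.37. The difference from WT was -0.09 (SE 0.09, adjusted p = 0.703), so this probe set was not higher on the arrays labelled OE, and all 3 of them lay below every WT array. Between the lines it was 2.04 higher in OE (adjusted p = 4.7e-06). A dimmer probe set of the same gene differed from WT by -0.27 in OE (adjusted p = 0.419) and by -0.44 in RNAi (adjusted p = 0.286). The study's methods describe a full-length cDNA as the insert, but its sequence and that of the probes were not used here. If the introduced transcript lacks the part that these probe sets measure, they check nothing about the OE label. The target was lower on the RNAi arrays and not higher on the arrays labelled OE, so the target does not back the direction that the OE label gives, and "the arrays labelled OE" is meant wherever OE is written.

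**Figure D1:**
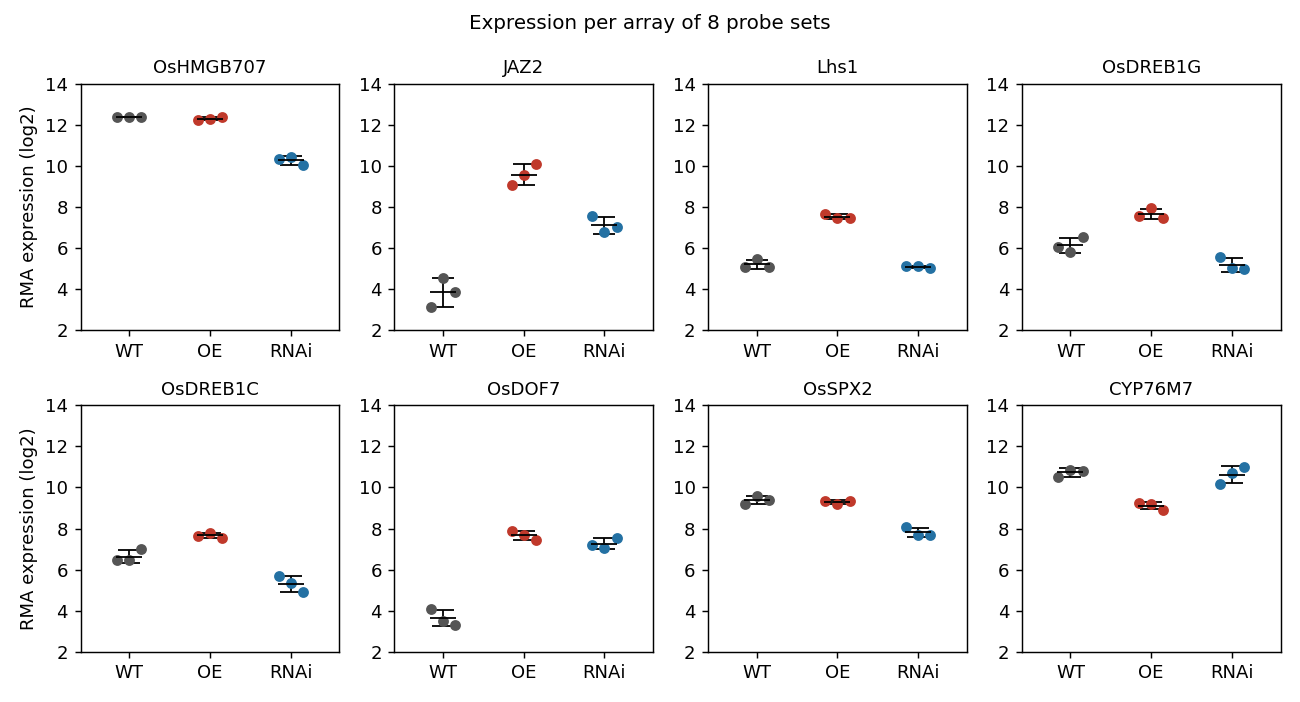
RMA log2 values (y axis) of OsHMGB707 and 7 other genes on each of the 9 arrays, grouped as WT, OE and RNAi on the x axis, where each point is an array, the line is the group mean and the bar is the SD over 3 arrays. OsHMGB707 lies near 12.39 in WT and 12.30 in OE but at 10.26 in RNAi, and JAZ2 and OsDOF7 lie above WT in both lines.

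The comparison of the arrays labelled OE with WT asked which genes differ between them, whether through the construct, transformation, selection or conditions shared by the arrays of a group. Among named genes the largest measured rise was in JAZ2, a jasmonate ZIM-domain repressor, which went from 3.82 ± 0.70 in WT to 9.56 ± 0.52 in OE (SD, n = 3 each). The difference was 5.74 (SE 0.36, limma adjusted p = 4.15e-05), on a probe set that can also match other genes (suffix _s_at). No fold is given, because the WT mean lay under the lower quartile of the WT arrays (4.33 to 4.35) and no call of signal over background was used. The floral MADS-box gene Lhs1 (OsMADS1) rose by 2.33 (SE 0.11, adjusted p = 4.89e-06), and another MADS-box gene, MADS27, rose by 1.44 (SE 0.10, adjusted p = 6.15e-05). The dehydration-responsive factor DREB1G rose by 1.51 (SE 0.21, adjusted p = 0.00548), the small heat shock protein gene HSP16.9A by 1.26 (SE 0.14, adjusted p = 0.00178) and the meiotic recombinase gene DMC1 by 1.22 (adjusted p = 0.000282). NSHB2, a non-symbiotic haemoglobin gene, rose by 1.71 (adjusted p = 0.00272). The 10 genes also held ARD1 at 1.86 (adjusted p = 0.000495), whose other probe set differed by -0.07 and whose synonyms in the gene table mix an acireductone dioxygenase with a heat stress factor. The metal transporter gene Nramp1 rose by 1.56 (adjusted p = 0.0321), and ACO1, which encodes an enzyme of ethylene synthesis, rose by 1.39 (adjusted p = 0.0353). The Nramp1 call was lost without WT replicate 2 or 3, OE replicate 2 or 3 or RNAi replicate 2 (adjusted p up to 0.137). The ACO1 call was lost without WT replicate 2 or 3 or OE replicate 1 or 2 (up to 0.141).

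Lower levels in OE were found for CYP76M7, a P450 of diterpenoid phytoalexin synthesis, at -1.61 (SE 0.19, adjusted p = 0.00236), and for AOS, the allene oxide synthase of jasmonate synthesis, at -0.83 (SE 0.09, adjusted p = 0.00193). HAP2A, a subunit gene of the CCAAT-binding factor NF-Y, fell by 1.00 (SE 0.11, adjusted p = 0.00172). OsPIDlike, a PINOID-like kinase gene, fell by 0.88 (SE 0.12, adjusted p = 0.00403), although its other probe set differed by 0.19. OsGH3-6, of a family of auxin-conjugating enzymes, fell by 1.00 (adjusted p = 0.00954). The remaining 5 of the 10 genes were ASMT3 of melatonin synthesis (-1.44), the linalool synthase gene LIS (-1.03), the beta-glucosidase gene BGLU16 (-0.99), KIN1 (-0.89) and the phosphatase gene OsPP2C33 (-0.88), with adjusted p up to 0.0498 for LIS. The call of OsGH3-6 and each of these 5 calls was lost when single arrays were left out. That held for ASMT3 without WT replicate 2 or 3 or OE replicate 1 or 2 (adjusted p up to 0.0925). It held for LIS without any WT or OE array or RNAi replicate 2 (up to 0.178) and for OsGH3-6 without WT replicate 2 (up to 0.0517). It also held for BGLU16 without WT replicate 2 or 3 or any OE array (up to 0.102). The KIN1 call was lost without WT replicate 1 or 3 or any OE array (up to 0.134) and the OsPP2C33 call without WT replicate 1 or 2 or OE replicate 1 or 3 (up to 0.0714). Whatever the annotation, the probe sets that changed most in OE were both probe sets of LOC4331398, at 8.09 (adjusted p = 1.95e-11) and 7.96, and a probe set with no listed gene at 6.50. On the WT arrays all of these read under the lower quartiles (4.33 to 4.35), so no fold is given. The lowest were LOC4325735 at -2.83, whose dimmer other probe set (mean 4.42) differed by 0.02, a probe set with no listed gene at -2.80 and LOC4329797 at -2.63. The call at -2.80 (adjusted p = 0.0358) was lost without any WT array, OE replicate 1 or 3 or RNAi replicate 2 (up to 0.141).

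In all, 1680 of 57194 probe sets were called between OE and WT, 716 higher and 964 lower, and 132 higher and 77 lower ones, from 51 and 48 listed genes, were over 2-fold. With each array centred on its median, 595 were higher and 1230 lower, or 32.6% higher instead of 42.6%. The count fell to 926 without WT replicate 1, 579 without WT replicate 2, 527 without WT replicate 3 and 664 without OE replicate 1, and the count lower over 2-fold fell to 51 without WT replicate 2. The groups of 3 arrays did not overlap for any called probe set. Chance gives this in 10% of all probe sets, but calling selects such probe sets, so it adds no evidence.

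Besides OsHMGB707, 11 loci taken beforehand from the study were followed, all but OsMADS1 named in its text, and 8 of them were called higher on the arrays labelled OE. They were picked from these samples, so the count is not independent evidence. OsDREB1G rose 2.86-fold, and OsDREB1C rose by 1.04 (SE 0.20, adjusted p = 0.0251) on the probe set that the study's annotation assigns to it and which has no listed gene. This call was lost without WT replicate 1 or 2 or any OE array (up to 0.112). The probe set that the gene table names CBF1, with the synonym DREB1C, differed by 0.12 (adjusted p = 0.437). An ERF factor gene (LOC4330193) rose by 1.67 (SE 0.15, adjusted p = 0.000517), and a DnaJ protein gene (LOC4324218) by 1.07 (SE 0.15, adjusted p = 0.00587). A flavonol sulfotransferase gene (LOC4345032) rose by 1.23 (SE 0.14, adjusted p = 0.00158). The locus of an HSP20 protein and that of OsMADS1 are HSP16.9A and Lhs1. OsDOF7 (LOC4328903) rose by 4.05 (SE 0.20, adjusted p = 8.5e-06), from a WT mean of 3.62 that also lay under the lower quartile of the arrays. Of 3 peroxidase loci, LOC4344277 differed by -0.70 (adjusted p = 0.303) and LOC_Os07g48020, which has no listed gene, by 0.01 (adjusted p = 0.989). The third, LOC4328841, fell by 1.75 on its assigned probe set (adjusted p = 0.0483). Its probe set of highest mean differed by -0.08, and a further one by -1.58 (adjusted p = 0.059). The call was lost without any WT array, OE replicate 1 or 3 or RNAi replicate 2 (up to 0.143).

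Among the fixed lists, the one for cell cycle and histones reached only the 6 genes MCM2 to MCM7, which encode the replication licensing helicase. All 6 lay above WT in OE, with a median of 0.40. MCM4 was called (0.96, adjusted p = 0.0143), 5 were called when adjusted over the list alone, and the list was called higher by camera (adjusted p = 0.000185, and adjusted p = 0.158 with an estimated correlation). The MCM4 call was lost without WT replicate 1 or 3 or OE replicate 1 or 3 (up to 0.0746). On the WT arrays MCM4, MCM5, OsMCM6 and MCM7 read below the array medians (5.89 to 5.91) and MCM2 above them. No call of signal over background was used. With only probe sets at or above the median mean, too few members were left to test the list. The study chose the DREB/CBF factors on these samples, so their count is not independent evidence. Of 11 probe sets, DREB1G and DREB1E (0.49, adjusted p = 0.0262) were called higher and 9 were not called, with CBF3 at 0.63 (adjusted p = 0.0729), and 3 were called when adjusted over the list alone. The camera adjusted p was 0.0702 (adjusted p = 0.317 with an estimated correlation), under 0.05 in 8 of 20 alternatives and between 0.00692 and 0.279 in all of them. The DREB1E call was lost without any WT array or OE replicate 2 or 3 (up to 0.116). In the iron homeostasis list, 2 of 27 probe sets were called higher, Nramp1 and NRAMP3 (0.34, adjusted p = 0.0263), beside NRAMP2 at -0.25 (adjusted p = 0.0684). Adjusted over the list alone, 2 were higher and 1 lower, and the list adjusted p was 0.541. The NRAMP3 call was lost without any WT array or OE replicate 1 or 2 (up to 0.0968).

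None of the other lists was called by camera in OE. In the WRKY list, OsWRKY71 was called higher (0.41, adjusted p = 0.046) among 7 probe sets, beside OsWRKY76 at -0.74 (adjusted p = 0.13) and OsWRKY24 at 0.43 (adjusted p = 0.196). Adjusted over the list alone, 3 were called higher and 1 lower. The list had an adjusted p of 0.733 and a test direction up, while its median and mean lay below 0 by less than 0.01. The OsWRKY71 call was lost without WT replicate 1 or 2, OE replicate 1 or 2 or any RNAi array (up to 0.164). The lipoxygenase and jasmonate list reached only genes of the TIFY family, which holds the JAZ repressors, and no lipoxygenase or other gene of jasmonate synthesis. Of its 19 probe sets only JAZ2 was called, over all probe sets and over the list alone, with JAZ13 at 0.88 (adjusted p = 0.18) and JAZ5 at -0.77 (adjusted p = 0.351). Its adjusted p was 0.948, with a median of -0.03 and a mean of 0.28. No member was called by limma among the 5 LEA and dehydrin probe sets (RAB21 at 0.50), the 13 of the ABA and drought list (NAC067 at 0.18) and the 21 of the pathogenesis-related list (CH16 at -0.80). The list adjusted p was 0.5 for the first and the second list and 0.903 for the pathogenesis-related one, whose median was 0.04, mean -0.04 and test direction down. At an unadjusted p under 0.05 these lists held 0, 0 and 3 probe sets, and neither an adjustment over the list alone nor the unmoderated test per probe set called any member. The short lists, of 1 to 4 probe sets, held no member called by limma or by the unmoderated test, and none at an unadjusted p under 0.05. Their values were HSP81-2 at -0.14 and CLPB1 at -0.12 among heat shock proteins, PRX112 at 0.06 and LOC4339222 at 0.14 among peroxidases, and LTPL1 at 0.25. The HMG-CoA reductase genes HMG3 and HMG1, which are not high mobility group genes, lay at -0.28 and -0.25.

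The comparison of RNAi with WT asked which genes differ on the arrays with lowered OsHMGB707, where transformation and perhaps selection also differ from WT. JAZ2 rose again, by 3.28 (SE 0.36, limma adjusted p = 0.00308), and MADS27 rose by 0.91 (SE 0.10, adjusted p = 0.00227). The largest fall among named genes was in the phosphate signalling gene OsSPX2, which went from 9.39 ± 0.20 in WT to 7.82 ± 0.23 in RNAi (SD, n = 3 each). The difference was -1.57 (SE 0.13, limma adjusted p = 0.000466), or 2.96-fold lower, with all 3 RNAi arrays below every WT array. OsWRKY24, a defence-related transcription factor gene, fell by 1.15 (SE 0.15, adjusted p = 0.0115), and OsPP2C61, a phosphatase gene, fell by 0.57 (SE 0.07, adjusted p = 0.00843). By the probe set of highest mean of each gene, 5 named genes were called higher, and HAK5, a potassium transporter gene, rose by 1.12 on another of its probe sets (adjusted p = 0.00677). The other 3 of the 5 were the expansin gene EXP5 (0.73, adjusted p = 0.0273), the auxin efflux gene OSPIN10a (0.60, adjusted p = 0.0212) and CBF1 (0.45, adjusted p = 0.0244), whose other probe sets were not called. Further falls were called for the trehalose-6-phosphate phosphatase gene OsTPP1 (-1.21), BHLH148 (-1.14), the MAP kinase gene BIMK1 (-0.64) and the Argonaute gene AGO17 (-0.60). They were also called for the formin gene FH16 (-0.59), OsRIBA2 of riboflavin synthesis (-0.56) and the calcium ATPase gene ACA7 (-0.50), and adjusted p for these 7 ran from 0.0133 for FH16 to 0.0432 for AGO17. Whatever the annotation, LOC4331398 rose by 8.09 and 7.93 on its probe sets, and a probe set with no listed gene rose by 5.48 (adjusted p = 9.77e-09) while OE stood at 3.90 against 3.96 in WT. All of these probe sets read under the lower quartiles of the WT arrays. The lowest were LOC4341009 at -2.18 (adjusted p = 0.000769), OsHMGB707 at -2.13 and a probe set with no listed gene at -2.12 (adjusted p = 2.49e-05).

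Many of these calls were lost when a single array was left out, which also leaves fewer residual degrees of freedom. Some were lost without OE arrays, which enter only the shared estimate of the spread. Without WT replicate 3 alone or RNAi replicate 2 alone the calls of OsWRKY24 (adjusted p up to 0.0655), FH16 (up to 0.0656) and OsRIBA2 (up to 0.085) were lost, and FH16 also without WT replicate 2. OsPP2C61 was lost without WT replicate 3 (0.0528). Losses were also seen for EXP5 without WT replicate 2 or 3, OE replicate 1 or RNAi replicate 2 or 3 (up to 0.153) and for OSPIN10a without WT replicate 2 or 3 or RNAi replicate 2 or 3 (up to 0.122). The CBF1 call was lost without WT replicate 2 or 3, OE replicate 1 or RNAi replicate 3 (up to 0.148). OsTPP1 was lost without any WT or OE array or RNAi replicate 2 (up to 0.201), and BHLH148 without WT replicate 2 or 3, OE replicate 1 or RNAi replicate 1 or 2 (up to 0.114). BIMK1 was lost without WT replicate 2 or 3, OE replicate 1 or 2 or any RNAi array (up to 0.147). AGO17 was lost without any WT array, OE replicate 1 or 2 or RNAi replicate 2 or 3 (up to 0.211). The ACA7 call was lost without any WT array, OE replicate 1 or 3 or RNAi replicate 2 or 3 (up to 0.177). In all, 274 probe sets were called, 149 higher and 125 lower, and 75 higher and 34 lower ones, from 23 and 21 listed genes, were over 2-fold. The count was 139 without WT replicate 2, 118 without WT replicate 3, 141 without RNAi replicate 2 and 512 without RNAi replicate 1. The count lower over 2-fold fell to 21 without WT replicate 3 and 22 without RNAi replicate 2.

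At the loci taken from the study, OsDOF7 rose in RNAi too, by 3.64 (SE 0.20, adjusted p = 2.33e-05). OsDREB1G differed by -0.95 (SE 0.21, adjusted p = 0.103), with all 3 RNAi arrays below every WT array, so its fall did not pass the test. OsDREB1C fell by 1.32 on its assigned probe set (SE 0.20, adjusted p = 0.022), and this call was lost without WT replicate 2 or 3, OE replicate 1 or RNAi replicate 2 (up to 0.0934). The gene that the gene table names CBF1, with the synonym DREB1C, went the other way on its called probe set (0.45, adjusted p = 0.0244). Its other probe sets differed by 0.37 and -0.01 and were not called. Of the peroxidases, LOC_Os07g48020 fell by 1.15 (SE 0.15, adjusted p = 0.00867), a call lost without WT replicate 2 or RNAi replicate 2 (up to 0.056). LOC4344277 at -1.40 (adjusted p = 0.113) and LOC4328841 at -1.48 (adjusted p = 0.169) were not called. The ERF factor (-0.03), DnaJ protein (0.16), HSP20 protein (-0.07), flavonol sulfotransferase (-0.03) and OsMADS1 (-0.12) genes were not called.

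The WRKY list was called lower in RNAi by camera (adjusted p = 0.00317, and adjusted p = 0.725 with an estimated correlation). Of its 7 probe sets only OsWRKY24 was called over all probe sets and 3 lower when adjusted over the list alone, with OsWRKY71 at -0.40 (adjusted p = 0.119) and OsWRKY76 at -0.24 (adjusted p = 0.717). The list was not called without RNAi replicate 1 (adjusted p = 0.523) or with 1 probe set per gene (adjusted p = 0.117), within a range of 8.7e-05 to 0.523 over 20 alternatives. MCM2 fell by 0.41 (adjusted p = 0.0452) in the cell cycle list, which was not called (adjusted p = 0.914, test direction down, median 0.05), beside MCM7 at 0.27. The MCM2 call was lost without any WT array, OE replicate 1 or 3 or RNAi replicate 1 or 2 (up to 0.211). In the DREB/CBF list only CBF1 was called, with CBF3 at -0.52 (adjusted p = 0.223), 2 higher and 3 lower when adjusted over the list alone, and a list adjusted p of 0.876. In the jasmonate list only JAZ2 was called, beside JAZ13 at -1.11 (adjusted p = 0.183) and JAZ10 at -0.56 (adjusted p = 0.185). Adjusted over the list alone, 1 was higher and 3 lower, and the list adjusted p was 0.465. No member was called by limma in the iron homeostasis list (list adjusted p = 0.876), where Nramp1 lay at 1.67 (adjusted p = 0.0681) and BHLH063 at 0.78, although 1 was called higher without WT replicate 1 and 2 without RNAi replicate 1. Nor was any called in the lists for LEA and dehydrin (0.705, RAB21 at -0.40), ABA and drought (0.254, NAC2 at -0.43) and pathogenesis-related proteins (0.876, Chia1d at 0.14). At an unadjusted p under 0.05 these 4 lists held 9, 0, 1 and 0 probe sets, the unmoderated test called none, and 2 iron homeostasis probe sets were called higher when adjusted over the list alone. The iron list had a test direction down, a median of -0.02 and a mean of 0.03, and the pathogenesis-related list a test direction down with a median of 0.01. In the short lists CLPB1 (-0.11), HSP81-2 (-0.03), PRX112 (-0.06), LTPL1 (0.36), HMG3 (-0.65) and HMG1 (0.11) were not called, nor was the peroxidase gene LOC4339222 at 1.92 (adjusted p = 0.132). By limma at an unadjusted p under 0.05 these lists held 0 for heat shock proteins, 2 for peroxidases, 1 for lipid transfer proteins and 1 for the HMG-CoA reductases. The unmoderated test called none.

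The comparison of the arrays labelled OE with RNAi asked where the lines differ without use of the WT arrays for the means. The lines also carry different vectors from separate transformations, whose effects cannot be told apart here from those of OsHMGB707. DREB1G was 2.47 higher in OE than in RNAi (SE 0.21, adjusted p = 0.00024), or 5.52-fold, and Lhs1 was 2.45 higher (SE 0.11, adjusted p = 3.5e-06). JAZ2 was 2.46 higher (adjusted p = 0.00418), OsTPP1 2.09 higher (adjusted p = 0.000549) and JAZ13, another jasmonate ZIM-domain gene, 1.99 higher (adjusted p = 0.00573). Lower in OE were the laccase genes LAC24 at -2.59 (adjusted p = 0.0128) and LAC3 at -1.53 (adjusted p = 0.00966) and OsPP2C33 at -1.51 (adjusted p = 0.000677). So were the nicotianamine synthase gene NAS2 at -1.66 (adjusted p = 0.0412) and the phytoalexin P450 gene CYP71Z7 at -1.59 (adjusted p = 0.0372). The NAS2 and CYP71Z7 calls were lost without WT replicate 2 or 3, any OE array or RNAi replicate 2 or 3 (up to 0.133 and 0.118).

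The cell cycle list was higher in OE than in RNAi by camera (adjusted p = 0.000936, and adjusted p = 0.228 with an estimated correlation). MCM2 (0.62), MCM4 (0.82) and OsMCM6 (0.50) were called, and 4 were called when adjusted over the list alone. On the RNAi arrays MCM4 and OsMCM6 read below the array medians (5.91 to 5.93). The MCM4 call was lost without OE replicate 1 or 3 or RNAi replicate 2 (adjusted p up to 0.0738), and the OsMCM6 call without WT replicate 2 or 3, OE replicate 1 or 3 or RNAi replicate 2 or 3 (up to 0.116). The DREB/CBF list, which the study chose on these samples, was not called (adjusted p = 0.164). It held DREB1G, CBF3 (1.15), DREB1B (0.65) and DREB1E (0.44) higher, 2 CBF1 probe sets lower (-0.34 and -0.38) and 5 not called, and the same numbers when adjusted over the list alone. The DREB1B call was lost without any OE array or RNAi replicate 2 or 3 (up to 0.0697), and the DREB1E call without OE replicate 2 or 3 or any RNAi array (up to 0.0748). The first CBF1 call was lost without OE replicate 1 or 3 or RNAi replicate 1 or 3 (up to 0.0806), and the second without any WT array, OE replicate 1 or 3 or RNAi replicate 1 or 2 (up to 0.12). In the WRKY list OsWRKY24 (1.57, adjusted p = 0.000549) and both probe sets of OsWRKY71 (0.81 and 0.98) were higher, and the list was not called (adjusted p = 0.0944). Nor were the others called, with 5 of 19 probe sets higher in the jasmonate list (0.241), 3 of 27 for iron homeostasis (0.303) and 1 of 13 for ABA and drought (0.0636). The 5 jasmonate calls fell to 2 without OE replicate 1 or 2 or RNAi replicate 2 and to 3 without WT replicate 2 or OE replicate 3, and without RNAi replicate 1 they were 3 higher and 3 lower. The 3 iron calls fell to 1 without OE replicate 1 and to 2 without OE replicate 3 or RNAi replicate 2 or 3, and the 1 call for ABA and drought was lost without any array but OE replicate 2. Without RNAi replicate 1, 2 WRKY probe sets were also called lower. By limma 0 of 5 were called for LEA and dehydrin (0.147) and 0 of 21 for pathogenesis-related proteins (0.937), with 1 called without RNAi replicate 3 and 1 without RNAi replicate 1. In these lists 2 and 4 probe sets had an unadjusted p under 0.05 and the unmoderated test called none. Adjusted over the list alone, the counts were 3 for WRKY, 5 for jasmonate, 2 for ABA and drought and 0 for both of the last lists, and for iron homeostasis they were 4 higher and 3 lower. In all, 3521 probe sets were called, 1796 higher and 1725 lower, and 189 higher and 243 lower ones, from 94 and 146 listed genes, were over 2-fold. The count fell to 1693 without OE replicate 1, 2238 without OE replicate 3 and 1881 without RNAi replicate 2, and the count lower over 2-fold fell to 151 without OE replicate 1.

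The last comparison asked which probe sets changed in both lines against WT. LOC4331398 stood at 3.38 ± 0.13 in WT, 11.47 ± 0.07 in OE and 11.47 ± 0.05 in RNAi (SD, n = 3 each). A probe set with no listed gene rose by 6.50 in OE and 4.60 in RNAi, LOC4340325 by 5.33 and 4.41, LOC9268613 by 4.66 and 4.68, and JAZ2 by 5.74 and 3.28, while another probe set of LOC4340325 differed by -0.03 and -0.01. Of the probe sets called in both lines, 15 were higher in both by over 4-fold, and all 15 had a WT mean under the median of all values. The opposite way, 1 probe set with no listed gene rose by 2.71 on the arrays labelled OE and fell by 1.39 in RNAi, another rose by 1.09 and fell by 1.35, and the OsDREB1C probe set rose by 1.04 and fell by 1.32. LOC4328907 (0.98 and -1.34) and LOC4335780 (1.27 and -0.81) went the same way as these. Other probe sets of LOC4335780 differed by 0.79, 1.28 and 0.84 in OE, and a dim one (mean 3.85) by -0.08. In RNAi they differed by -0.46, -0.63 and -0.51, and the dim one by -0.06. LOC4338430 was lower in OE and higher in RNAi (-1.12 and 0.83). The gene table gives the synonym DREB1C to CBF1, whose called probe set rose by 0.45 in RNAi, unlike the probe set assigned to OsDREB1C. The RNAi calls were lost for the probe set at 2.71 without WT replicate 3 or RNAi replicate 2 (up to 0.0894) and for LOC4328907 without WT replicate 3 (0.0803). They were also lost for LOC4335780 without any WT or OE array or RNAi replicate 1 or 2 (up to 0.212) and for LOC4338430 without WT replicate 2 or 3 or RNAi replicate 2 (up to 0.0655). The OE call of LOC4328907 was lost without WT replicate 2 or 3 or any OE array (up to 0.0799).

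In all, 84 probe sets were called in the same direction in both lines, 61 higher and 23 lower, and 20 in opposite directions, of which 16 were higher in OE and lower in RNAi. Independent lists of these lengths would share 3.97 and 4.08, and the highest count in 100 simulations of unchanged groups against the same WT arrays was 0 for each. Such groups had at most 2 calls for OE and 3 for RNAi after adjustment, so this 0 does not show how many calls the shared WT arrays add. Part of the excess in the same direction may come from the shared WT arrays, since 3 arrays cannot be split into parts of at least 2. Of the 84, 20 also differed between OE and RNAi. The 84 fell to 49 without WT replicate 3 and 51 without RNAi replicate 2. The 20 became 3 without WT replicate 3, 6 without WT replicate 2 or RNAi replicate 2, 8 without OE replicate 1, 10 without OE replicate 3, 12 without WT replicate 1 and 31 without RNAi replicate 1. Across all probe sets, which are not independent replicates, the log2 fold changes of the lines against WT correlated at 0.272, below the 0.50 that unchanged groups gave (0.487 to 0.517). Their covariance was 0.0131 against 0.00625 in the simulations, a difference of 0.00682. The simulations drew each probe set independently, so their range leaves out deviations that probe sets share within an array. The gaps between observed and simulated values therefore decide nothing.

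**Figure D2:**
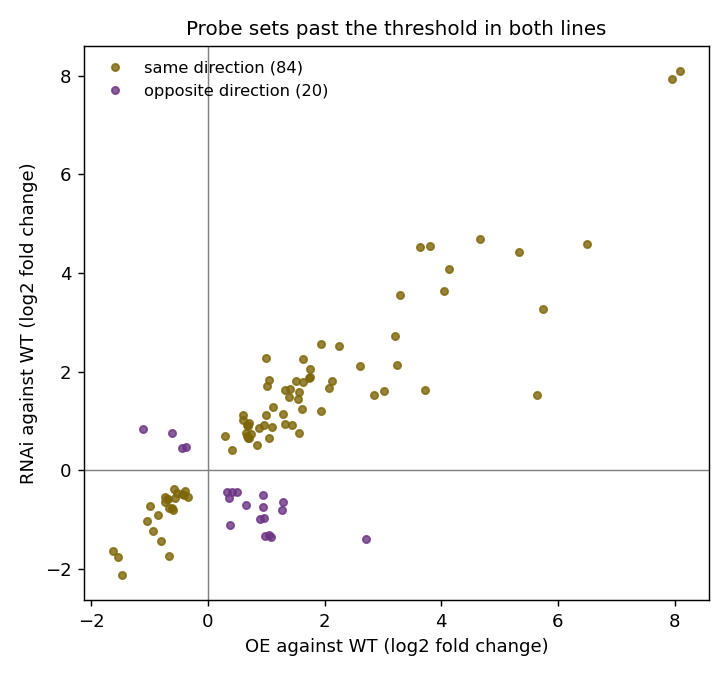
Log2 fold changes against WT of the 104 probe sets called in both lines, with OE on the x axis and RNAi on the y axis, where each point is a probe set and the colours separate the 84 changed in the same direction from the 20 changed in opposite directions. The 2 probe sets of LOC4331398 lie at about 8 in both lines. The probe set that the study's annotation assigns to OsDREB1C lies at 1.04 and -1.32.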

Values the study reported

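The study called a gene up-regulated at a fold change above 2 and down-regulated at one below 0.5. It reported 107 up-regulated and 88 down-regulated genes in OE plants relative to WT. In RNAi plants it reported 110 genes up and 39 genes down. One gene, OsDREB1G, was reported both up in OE and down in RNAi plants. The study also measured selected genes by quantitative PCR, with most higher in OE lines and several lower in RNAi lines. From yeast and gel-shift assays it proposes that OsHMGB707 might bind promoters, among them those of OsDREB1G, OsDOF7 and the DnaJ gene. Those assays do not rest on the arrays and were not examined here.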

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

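The tests of the shared WT arrays, the test of neighbouring genes, both tests on the reporter probe set and the test on the second OsHMGB707 probe set were chosen only after the results they bear on had been seen, while the splits of the arrays and the tests of harvest state and of saturation were written beforehand.

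A signal appeared in probe sets that the comparisons left out. The array carries 64 reporter probe sets for marker genes of transgenic plants, and 1 of them was over 2-fold higher in a line than in WT, against 0 of the 123 other control probe sets. It read 4.15, 4.15 and 4.22 on the WT arrays, 13.23, 12.94 and 13.48 on the OE arrays and 10.40, 11.77 and 10.06 on the RNAi arrays. The difference from WT was 9.04 in OE and 6.57 in RNAi on the log2 scale.

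The first pattern is the set of 84 probe sets that changed the same way in both lines. A single chromosomal segment that differs between WT and both lines is argued against, since the fullest window of 50 neighbouring genes held 1 of the 30 genes that could be placed, which lay on 9 chromosomes, and random lists had a median of 2. Chance values of the shared WT arrays alone are argued against for the 15 members over 4-fold higher in both lines. In all 15 the lowest line array lay above the highest WT array by more than the range of the WT arrays (smallest gap 1.65, largest WT range 1.39). The 15 were chosen for large called rises, which favours such a gap, so this is weak evidence. For the other 69, chance values of the WT arrays cannot be told apart from changes in both lines. Simulated unchanged groups had at most 2 and 3 calls in the comparisons with WT and so shared 0 whatever the arrays add. Effects of transformation, selection or plant stock may account for the set and cannot be told apart from effects of OsHMGB707, because the lowest array of the lines lay 5.84 above the highest WT array on the reporter probe set, the methods describe hygromycin for the lines only, and no transformed control is among the arrays. An effect of OsHMGB707 with 1 direction in both lines was not tested and stays open.

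The second pattern is the set of 20 probe sets that changed in opposite ways. Chance values of the shared WT arrays alone are argued against, since they move both differences the same way and so can only lower the count, while 20 lay above the 4.08 of independent lists, as did the 3 left without WT replicate 3 (0.531) and the counts without each other array, though the estimate of spread that both comparisons share was not tested as a source. A state of the leaves at harvest that varies between single arrays may add to the set, since the deviations of these probe sets within groups had a mean correlation of 0.0540, between the median of -0.000684 and the 95th percentile of 0.0801 of 10000 random lists matched on mean level. That leaves 10.9% of random lists at or above it, so this state cannot be told apart from a difference between the lines. A state or batch shared by all 3 arrays of a group leaves no deviation within groups. The correlation cannot detect it, and it cannot be told apart from the line. The amount of OsHMGB707, which the design names, was not tested as the source and stays open, and the target was not higher on the arrays labelled OE.

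The third pattern is that OsHMGB707 itself was not higher on the arrays labelled OE. Wild-type RNA on these arrays is argued against, since the lowest OE array lay 8.72 above the highest WT array on the reporter probe set. Saturation of the probe set at its WT level may hide a rise. Of the 671 probe sets at or above that level 4 were called higher in either line, and the largest of them rose by 0.64. The count of 4 lay under the 5 set beforehand as the bound against saturation. That bound was not tied to the share called higher among all probe sets (716 of 57194 in OE), so the count does not decide. The highest values on the OE arrays were 14.45 to 14.52, so the scale does not end at that level. This does not settle saturation of a single probe set. An introduced transcript without the part that the probe sets measure cannot be told apart from no rise in the gene, since the second probe set differed by -0.27 and the sequences of the probes and the construct were not used here, although the study's methods describe a full-length cDNA as the insert. The study describes a raised transcript by quantitative PCR in several overexpression lines, and whether the construct raises it in these leaves was not tested and stays open.

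Other groupings of the arrays were fitted in the same way. Of 100 groupings of the 9 arrays, the real one included, 4 gave at least 84 probe sets changed the same way, with 953 as the highest other count, and 1 gave at least 20 changed in opposite ways, with 0 as the highest other count. Both shares are under 0.05, the bound set for excluding chance, but this is weak evidence, since groupings that mix the groups put group differences into the spread and give few calls, 100 of 840 groupings were drawn, and the 20 became 3 without WT replicate 3. A correlation of at least 0.272 was given by 86 of them, with 0.813 as the highest other value. Unchanged groups set against shared arrays already correlate at about 0.50. This count therefore decides nothing, and chance was not excluded for the correlation. The 3 other groupings with a large count (953, 922 and 780) all took the 3 OE arrays as the shared reference and mixed WT with RNAi arrays. They kept the real OE group whole, so their counts hold its difference from the other arrays. The other groupings drawn with a whole group as the reference gave at most 34 with WT (1 grouping) and 66 with RNAi (2 groupings). With the real groups, the count in the same direction was 84 with WT as the shared reference, 1211 with OE and 182 with RNAi.

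Within a single comparison, 3 arrays against 3 make 10 splits, which are too few for a share under 0.05. Every other split mixes the groups and puts their difference into the spread. Few or no calls in the other splits therefore add no evidence for the real counts. The real split was the 1 split of 10 with the largest result for each count of probe sets. It gave 1680 called, 132 higher over 2-fold and 77 lower over 2-fold for OE against WT, 274, 75 and 34 for RNAi against WT, and 3521, 189 and 243 for OE against RNAi, and the highest other count by limma was 0 for all 9. At an unadjusted p under 0.05 by limma the real splits gave 9670, 7162 and 12458, and the highest of the others 2932, 3764 and 5529. For gene lists, at least the real count of 1 list was reached in 5 of 10 splits for OE against WT, with 2 as the highest other count, in 6 for RNAi against WT, with 4, and in 6 for OE against RNAi, with 6.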

How the results depend on the processing

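The alternative that keeps the reporter probe sets was chosen after the data were seen, and the others were planned. It changed the call of none of the 146 single results, which are genes or probe sets named in the report. Over all alternatives these gave 2986 values, of which 2636 kept their direction and side of the threshold, 302 kept their direction and lost the call, 32 gained one and 16 reversed. None of the 16 was of a called result. The unmoderated test kept 73 of the 146 on their side and lost 73. Where a result moved, the cause was not tested, except that the filters, 1 probe set per gene, the removal of shared probe sets and the fits with fewer arrays test fewer probe sets or arrays by construction. The number of arrays limits these counts, and no call of signal over background was used here.

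For OsHMGB707 the difference from WT stayed between -2.22 and -2.02 in RNAi and between -0.12 and -0.06 in OE when single arrays were left out, and by the unmoderated test the RNAi difference of -2.13 was no longer called (adjusted p = 0.0913, with adjusted p under 0.05 in each other alternative). Leaving out single arrays moved the calls of OE against WT from 1680 to between 527 (without WT replicate 3) and 1939, those higher over 2-fold to 109 to 139, those lower to 51 (without WT replicate 2) to 95 and the called lists to 1 to 2, with 2 without WT replicate 3. For RNAi against WT the 274 calls moved to between 118 (without WT replicate 3) and 512 (without RNAi replicate 1), higher ones to 59 to 109, lower ones to 21 (without WT replicate 3) to 42, and lists to 0 (without RNAi replicate 1) to 4 (without RNAi replicate 3). For OE against RNAi the 3521 calls moved to between 1693 (without OE replicate 1) and 4141, higher ones to 174 to 226, lower ones to 151 (without OE replicate 1) to 300, and lists to 1 to 5, with 5 without RNAi replicate 3 and 2 without OE replicate 2. The probe sets changed the same way in both lines moved from 84 to between 49 (without WT replicate 3) and 96, those changed in opposite ways from 20 to between 3 (without WT replicate 3) and 31 (without RNAi replicate 1), and the correlation from 0.272 to between 0.220 and 0.366.

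Array weights gave 3929 calls for OE against WT, 1269 for RNAi against WT with 147 higher over 2-fold, and 6310 for OE against RNAi, with 2 lists for OE against WT, 3 for OE against RNAi, 214 probe sets changed the same way and 94 in opposite ways. The weights ran from 0.490 for RNAi replicate 3 and 0.540 for RNAi replicate 1 to 2.02 for RNAi replicate 2. Fits on the 6 arrays compared gave 167 calls for RNAi against WT, 1805 for OE against RNAi and 8 in opposite ways. The unmoderated test gave 42 calls, 16 higher and 5 lower over 2-fold, for OE against WT, 18, 11 and 1 for RNAi against WT and 84, 23 and 13 for OE against RNAi, with 2 changed the same way and 0 in opposite ways, where limma gave 84 and 20. It left out 8, 2 and 5 probe sets with identical values on all arrays compared. Only probe sets at or above the median mean gave 87 higher over 2-fold in OE, 38 higher in RNAi and 0 lists for OE against RNAi by camera (1 at an unadjusted p), where the cell cycle list had too few probe sets left to be tested, and those at or above the lower quartile 2 lists for OE against WT and 2 for OE against RNAi. Quantile normalization, median centring and the removal of probe sets that can match other genes each gave 2 lists for OE against WT. With 1 probe set per gene there were 48 higher, 42 lower and 2 lists for OE against WT, 86 calls, 18 higher, 13 lower and 0 lists for RNAi against WT, 91 higher, 149 lower and 3 lists for OE against RNAi, 26 changed the same way, 9 in opposite ways and a correlation of 0.202. Over 2-fold alone 219 probe sets were higher in RNAi, with an unadjusted limma p under 0.05 as well 210, and with an unadjusted p of the unmoderated test 138. With an estimated inter-gene correlation camera called 0 lists in each of the 3 comparisons, and 1, 0 and 1 had an unadjusted p under 0.05. With 1 probe set per gene in the lists there were 2 for OE against WT and 3 for OE against RNAi.

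The replicate numbers did not pair the arrays. Of 9 pairs of arrays with the same number, 2 had deviations from the group means that correlated over 0.1, the correlations ran from -0.33 to 0.12, and 0 arrays correlated best with their own number in both other groups. With the replicate number as a block the calls were 937 for OE against WT, 209 for RNAi against WT and 2455 for OE against RNAi, with 66 changed the same way and 9 in opposite ways. It left 126 of the 146 single results on their side of the threshold.

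The values that reversed were all of results not called, and the cause was not tested. In OE, leaving out single arrays gave values from -0.11 (without OE replicate 1) to 0.10 for the peroxidase LOC_Os07g48020, from -0.17 (without WT replicate 2) to 0.61 for the peroxidase LOC4339222 and from -0.021 (without OE replicate 3) to 0.16 for RAB16C, and median centring gave -0.024 for LOC_Os07g48020. In RNAi they ran from -0.094 to 0.047 (without RNAi replicate 1) for the ERF factor, from -0.19 to 0.068 (without RNAi replicate 3) for HSP20 protein, from -0.093 to 0.064 (without RNAi replicate 1) for the flavonol sulfotransferase, which array weights put at 0.043, and from -0.19 to 0.0073 (without WT replicate 2) for OsMADS1. For RAB16B they ran from -0.038 (without RNAi replicate 3) to 0.27 and for OsWRKY76 from -0.40 to 0.068 (without RNAi replicate 1).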

Other observations

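The 23 gene lists of this part were written after the annotation, the study's tables and a few values had been seen, the members named here were chosen after their values were seen, and the comparisons at the study's threshold were planned.

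On the arrays labelled OE, MADS-box factors, a family of developmental regulators, were higher as a list by camera (adjusted p = 0.0144, and adjusted p = 0.393 with an estimated correlation). Of 39 probe sets, 6 rose and 1 fell. The rises were Lhs1 (2.33), both probe sets of MADS27 (1.44 and 0.42), the gene listed as MADS (LOC4325001, 0.92, adjusted p = 0.00236), MADS58 (0.78) and FDRMADS3 (LOC4344493, 0.66), and the floral factor gene AP3 fell by 0.57 (adjusted p = 0.00992). The list was not called without OE replicate 1 (adjusted p = 0.0616) or with only probe sets at or above the median mean (0.405), within a range of 0.000832 to 0.405 over 20 alternatives. The calls of MADS58, FDRMADS3 and the second MADS27 probe set were lost without WT replicate 1 or 3 or OE replicate 1 or 3 (adjusted p up to 0.16). Those of MADS58 and FDRMADS3 were also lost without WT replicate 2 or RNAi replicate 2, and that of FDRMADS3 without OE replicate 2. Heat shock proteins were lower as a list (adjusted p = 0.0069, and adjusted p = 0.242 with an estimated correlation), although the small heat shock gene HSP16.9A rose by 1.26. This list was not called with only probe sets at or above the median mean (0.0977) or with 1 probe set per gene (0.244), within a range of 0.00303 to 0.244. Of its 15 probe sets 12 lay below 0, and HSP81-1, an HSP90 gene, fell by 0.44 (adjusted p = 0.00953, lost without WT replicate 2 or 3, up to 0.0518). Ribosomal protein genes were lower as a list (adjusted p = 0.000158, and adjusted p = 0.397 with an estimated correlation), and this call held in all 20 alternatives (1.09e-05 to 0.0393). Of their 41 probe sets 35 lay below 0 with a median of -0.10, but limma and the unmoderated test called 0 of them, and 9 had an unadjusted limma p under 0.05.

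In RNAi, expansins, which loosen cell walls, were higher as a list (adjusted p = 0.0261, and adjusted p = 0.757 with an estimated correlation), with EXP5 (0.73) the 1 of 33 probe sets called and a median of 0.11. The EXP5 call was lost without WT replicate 2 or 3, OE replicate 1 or RNAi replicate 2 or 3 (up to 0.153), and the list was not called without WT replicate 2 (0.0633), WT replicate 3 (0.0903) or RNAi replicate 1 (0.31) or with quantile normalization (0.0523), within a range of 0.000113 to 0.31. Protein phosphatases 2C were lower as a list (adjusted p = 0.0261, and adjusted p = 0.757 with an estimated correlation), with OsPP2C61 (-0.57), OsPP2C29 (-0.44) and BIPP2C2 (-0.43) called of 74. That list was not called without WT replicate 3 (0.0881) or RNAi replicate 3 (0.101), with quantile normalization (0.299), with either filter on dim probe sets (0.174 and 0.0694) or with 1 probe set per gene (0.0881), within a range of 0.0146 to 0.299. OsPP2C61 lost its call without WT replicate 3 (0.0528), OsPP2C29 without any array but WT replicate 1 or RNAi replicate 1 (up to 0.202) and BIPP2C2 without any of the 9 arrays (up to 0.221). Phosphate transport and SPX genes were lower as a list (adjusted p = 0.0463, and adjusted p = 0.757 with an estimated correlation), with OsSPX2 (-1.57) and 1 phosphate transporter gene, LOC4348741 (-0.48), called of 32. The call of this list held in 8 of 20 alternatives (0.00725 to 0.455, the highest with 1 probe set per gene) and was also lost without WT replicate 2 (0.127), WT replicate 3 (0.0903), OE replicate 1 (0.0561), RNAi replicate 1 (0.0548) or RNAi replicate 3 (0.197), and that of LOC4348741 without any array but WT replicate 1 (up to 0.19). Between the lines, genes of diterpenoid phytoalexin synthesis were lower in OE than in RNAi (adjusted p = 0.0137, and adjusted p = 0.753 with an estimated correlation), with CYP71Z7 (-1.59), CYP76M7 (-1.50) and CYP701A9 (-1.31) called of 23 (6 called lower without RNAi replicate 1) and a median of -0.43. That list was not called without OE replicate 3 (0.0541) or RNAi replicate 3 (0.0869), with only probe sets at or above the median mean (0.121) or with 1 probe set per gene (0.141), within a range of 5.9e-05 to 0.141, and the calls of CYP71Z7 and CYP701A9 were lost without any OE array or RNAi replicate 2 (up to 0.118 and 0.0885), that of CYP71Z7 also without WT replicate 2 or 3 or RNAi replicate 3. Cyclins and replication genes were higher in OE than in RNAi (adjusted p = 0.0246, and adjusted p = 0.404 with an estimated correlation), 6 of 32 probe sets higher and 1 lower, and the 6 fell to 2 without OE replicate 1 and to 3 without OE replicate 3 or RNAi replicate 2. The list was not called without OE replicate 3 (0.0541) or RNAi replicate 2 (0.0793) or with only probe sets at or above the median mean (0.428) or the lower quartile (0.0532), within a range of 0.00883 to 0.428. Its called MCM2, MCM4 and OsMCM6 probe sets also belong to the cell cycle list, so these lists are not separate results for the difference between the lines. MADS-box factors were higher there too (adjusted p = 0.0364, and adjusted p = 0.498 with an estimated correlation), but not without OE replicate 3 (0.074) or RNAi replicate 2 (0.0679) or with only probe sets at or above the median mean (0.123), within a range of 0.00562 to 0.123. No other list of the 23 was called by camera in the 3 comparisons.

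At a change over 2-fold alone, 219 probe sets from 117 listed genes were higher in RNAi. The number of probe sets is higher than the value quoted from the study above, and the number of listed genes is close to it. In OE 158 probe sets from 61 listed genes were higher over 2-fold. The number of listed genes is lower than the value quoted from the study above, and the number of probe sets is somewhat higher. Higher in OE and lower in RNAi by that measure were 3 probe sets, all with no listed gene and all past the adjusted p in both comparisons, and OsDREB1C is assigned to 1 of them. As probe sets that is higher than the value quoted from the study above, and as listed genes it is lower. Most probe sets have no listed gene, so neither unit is sure to be the study's. OsDREB1G was not among them, since its RNAi difference was -0.95, or 1.93-fold lower. The counts of lower ones were 111 probe sets from 68 listed genes in OE and 48 from 32 in RNAi.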
